# The long noncoding RNA, treRNA, decreases DNA damage and is associated with poor response to chemotherapy in chronic lymphocytic leukemia

**DOI:** 10.18632/oncotarget.15401

**Published:** 2017-02-16

**Authors:** Cecelia R. Miller, Amy S. Ruppert, Sydney Fobare, Timothy L. Chen, Chaomei Liu, Amy Lehman, James S. Blachly, Xiaoli Zhang, David M. Lucas, Michael R. Grever, Martin S. Tallman, Ian W. Flinn, Laura Z. Rassenti, Thomas J. Kipps, Deepa Sampath, Kevin R. Coombes, Erin K. Hertlein

**Keywords:** lncRNA, treRNA, chronic lymphocytic leukemia, DNA damage, prognostic factor

## Abstract

The study of long noncoding RNAs (lncRNAs) is an emerging area of cancer research, in part due to their ability to serve as disease biomarkers. However, few studies have investigated lncRNAs in chronic lymphocytic leukemia (CLL). We have identified one particular lncRNA, treRNA, which is overexpressed in CLL B-cells. We measured transcript expression in 144 CLL patient samples and separated samples into high or low expression of treRNA relative to the overall median. We found that high expression of treRNA is significantly associated with shorter time to treatment. High treRNA also correlates with poor prognostic indicators such as unmutated *IGHV* and high ZAP70 protein expression. We validated these initial findings in samples collected in a clinical trial comparing the nucleoside analog fludarabine alone or in combination with the alkylating agent cyclophosphamide in untreated CLL samples collected prior to starting therapy (E2997). High expression of treRNA was independently prognostic for shorter progression free survival in patients receiving fludarabine plus cyclophosphamide. Given these results, in order to study the role of treRNA in DNA damage response we generated a model cell line system where treRNA was over-expressed in the human B-CLL cell line OSU-CLL. Relative to the vector control line, there was less cell death in OSU-CLL over-expressing treRNA after exposure to fludarabine and mafosfamide, due in part to a reduction in DNA damage. Therefore, we suggest that treRNA is a novel biomarker in CLL associated with aggressive disease and poor response to chemotherapy through enhanced protection against cytotoxic mediated DNA damage.

## INTRODUCTION

Chronic lymphocytic leukemia (CLL) is a B-cell malignancy with a heterogeneous clinical course. While some patients have indolent disease that may not require therapy for years, others progress quite rapidly. Presently, biomarkers such as unmutated *IGHV*, ZAP70 expression, and cytogenetic deletion of 17p or 11q have been identified as independent markers for aggressive disease [1–4]. However, these markers are insufficient to demarcate all aggressive cases. Identifying additional molecular markers that predict for aggressive disease or that defines a potentially different biology remains of considerable interest, particularly those which can predict response to treatment.

Gene expression can be a useful prognostic indicator in CLL, particularly the expression of noncoding RNAs such as microRNAs (miRs). Several miRs have been shown to play critical biological roles in CLL, particularly in cell signaling. For example, mir-155 expression enhances sensitivity to B-cell receptor (BCR) ligation [5], and high expression of miR-155 is associated with shorter overall survival and progression free survival with chemo-immunotherapy [5, 6]. Conversely, miR-150 expression has been shown to decrease the intensity of BCR signaling [7]. Calin et. al has described a 9 miR signature associated with decreased time to treatment (TTT) in CLL that includes mirR-181a (high), miR-155 (high), miR-146 (high), and miR-29c (low) [8]. Negative regulators of the anti-apoptotic protein BCL2, miR-15 and miR-16, are often chromosomally deleted or downregulated in CLL [9, 10]. While the expression of miRs has been clearly demonstrated as important in CLL, the contribution of other noncoding RNAs has not been well established in this disease. Recently, it has been shown that long noncoding RNAs (lncRNAs; defined as noncoding transcripts greater than 200 nucleotides in length) are able to regulate gene expression and are associated with diverse biological processes [11, 12]. The deregulated expression of lncRNAs such as HOTAIR, MALAT1, and SChLAP1 have been associated with disease progression in multiple types of cancer [13–18]. Specifically in CLL, differential expression of lncRNAs has been identified across molecular subgroups as well as compared to normal B-cells [19, 20]. Even so, few functional studies have been done to determine the role of lncRNAs in CLL disease mechanism although they likely play a significant part in this process. Some examples include linc-p21 and NEAT1, which have been shown to be induced by DNA damage in a p53 dependent mechanism in CLL cells [21]. In addition, circulating levels of linc-p21 in plasma from CLL patients is lower than healthy donor controls [22].

In the current study, we explored the differential expression of lncRNAs in CLL and identified treRNA (*TRERNA1*), as overexpressed in CLL and associated with poor prognosis. TreRNA has been described to have enhancer-like function as well as translational regulatory functions, and is overexpressed in breast cancer lymph-node metastases and colon cancer [23, 24]. In CLL, we found high expression of treRNA was associated with poor response to chemotherapy independent of other variables, and suggest that treRNA may serve as a valuable prognostic factor in this disease. Finally, using a CLL cell line model we show that over-expression of treRNA results in decreased DNA damage caused by exposure to chemotherapeutic agents, likely contributing to the impaired response and decreased clinical benefit observed in patients receiving these agents.

## RESULTS

### lncRNAs are differentially expressed in CLL

We first sought to explore if lncRNAs are differentially expressed in CLL by comparing pooled RNA isolated from CLL B-cells to pooled RNA from healthy donor peripheral blood B-cells, with and without stimulation with CD40 ligand. This was done using the ArrayStar human lncRNA microarray, a platform that analyzes over 30,000 lncRNA transcripts in addition to 30,000 coding transcripts. 

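The array data comprise 6 one-color arrays, each hybridized with RNA from 1 pool. Pools P1 and P2 each held CLL B-cells of 5 patients and the normal pool held B-cells of 6 healthy donors. Each pool was measured once with vehicle and once with CD40 ligand (CD40L), a T-cell surface protein that activates B-cells, at 500 ng/mL for 1 hour according to the sample labels. The authors deposited the scanner's intensity of each spot and their own log2 values. Median spot intensities were combined with the local background by the normal-exponential model, quantile normalized and averaged over the spots of a probe, which left 60639 probes. Groups were compared with limma at a Benjamini-Hochberg false discovery rate of 10%. Supplementary Figure S1 shows 5 arrays, and the P2 CD40L array is not among them. The paper gives no reason, so values over these 5 arrays, 3 of CLL and 2 of normal B-cells, are given first and values over all 6 second. The number of probes well above background was 44853 for P1 vehicle, 43707 for P1 CD40L, 52350 for P2 vehicle, 42106 for normal vehicle and 46215 for normal CD40L. It was 37754 for P2 CD40L, which lay on a separate slide and had a median spot intensity of 92, against 200 to 242.5 on the other arrays. By the sample labels, vehicle and CD40L arrays of a pool carry RNA of the same donors. All normal arrays come from 1 pool, so the spread between arrays does not measure the spread between healthy donors.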

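Over the 5 arrays of Supplementary Figure S1, limma called 6272 of 60639 probes, 3318 higher and 2954 lower in CLL than in normal B-cells. Over all 6 arrays it called 1902, 1258 higher and 644 lower in CLL, and all 1902 were among the 6272 and had the same direction. The array that decides between these counts is P2 CD40L. Apart from pool as a random block, the 5-array count moved most with vehicle arrays alone and with the smoothed test of the methods after Benjamini-Hochberg adjustment. Both called 0 probes, with 11343 and 12496 at an unadjusted p under 0.05. Of the 6272 probes, 70.4% were well above background on all 5 arrays, compared with 65.1% of all probes. Medians of the log2 fold change were taken among called probes well above background on at least 1 array of each group. Over 5 arrays they were 1.31 for probes higher in CLL and -1.17 for those lower in CLL. Over 6 arrays they were 2.01 and -2.02. The median standard error over all probes was 0.21 over 5 arrays and 0.33 over 6. The paper treats stimulated and unstimulated pools as independent samples in an exploratory comparison, and from the differences it selected transcripts to measure in other samples.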

2418 probes, including both mRNA and lncRNA, were significantly different between CLL and normal B-cells at a FDR = 10% (Supplementary Figure 1). 

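Of the probes called over 5 arrays, 4995 were well above background on at least 1 array of each group. Among these, 3419 differed at least 2-fold between CLL and normal B-cells, and 260 at least 8-fold, 102 higher and 158 lower in CLL. Over 6 arrays 1663 called probes were measured in both groups. Among these, 1654 differed at least 2-fold and 256 at least 8-fold, 131 higher and 125 lower in CLL. The files list 97.7% of probes by a manufacturer's number with no transcript name, so the transcripts of Figure 1A are not analysed here by name. Of such probes with every CLL array on one side of both normal arrays, ASHG19A3A032935 had the largest rise, with a log2 intensity of 13.73 ± 0.89 (SD, n = 3 arrays) in CLL and 6.33 ± 0.28 (SD, n = 2 arrays) in normal B-cells. Its log2 fold change was 7.40 (standard error 0.51, limma adjusted p = 0.00391) over 5 arrays and 7.82 over 6. ASHG19A3A051622 had the largest fitted fall, but it was well above background on only 2 of the 3 CLL arrays (not on P1 vehicle), so its size is uncertain. Next was ASHG19A3A027583, well above background on all 6 arrays, with 13.61 ± 0.23 (SD, n = 2 arrays) in normal B-cells and 6.01 ± 0.11 (SD, n = 3 arrays) in CLL. Its log2 fold change was -7.60 (standard error 0.18, limma adjusted p = 0.000936) over 5 arrays and -7.37 over 6. The sizes also depended on the processing. With a normal-exponential offset of 50 the log2 fold change over 5 arrays was 6.71 for ASHG19A3A032935 and -6.77 for ASHG19A3A027583. With processed signals scaled to the 75th percentile it was 7.97 and -8.28.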

We chose 14 transcripts annotated as lncRNA for further validation, selected based on the degree of differential expression and potential relevance to cancer based on previous publications. We analyzed these targets in an additional 14 CLL samples and 5 normal B-cell samples (independent of those used in the microarray), and were able to validate 8 lncRNAs as having significantly different expression when comparing CLL samples to normal B-cell samples (Figure 1A). In addition, two of these lncRNAs, treRNA and ENST00000413901, exhibited significantly higher expression in the unmutated *IGHV* samples compared to mutated (Figure 1B; *p* = 0.0395 for treRNA and *p* = 0.0125 for ENST00000413901). Based on this potential relevance to aggressive CLL disease, we further investigated the prognostic significance of these two lncRNAs in a large well-characterized cohort of patient samples.

**Figure 1:**
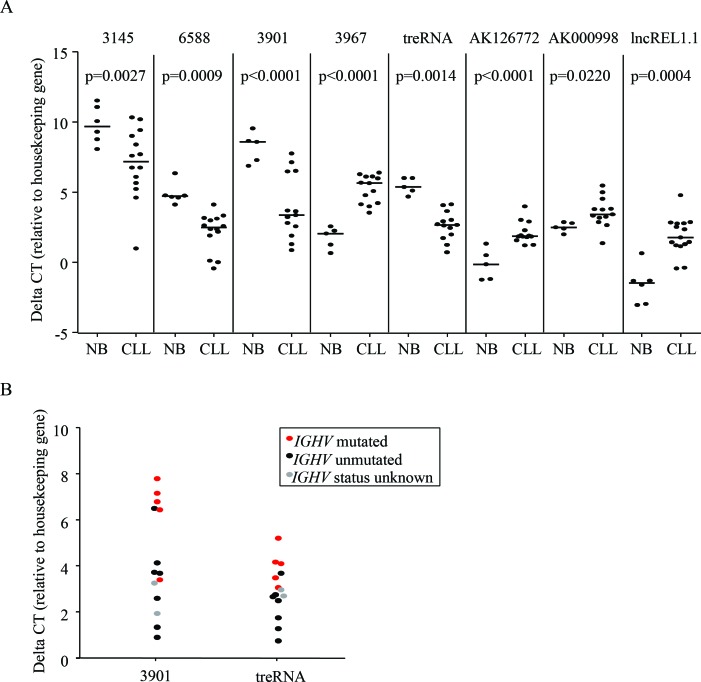
LncRNAs are aberrantly expressed in CLL **a**. Relative expression of lncRNAs in primary CLL cells compared to normal B cells measured by qRT-PCR. P-values were determined by linear mixed effects models. **b**. Relative expression of treRNA and ENST00000413901 in *IGHV* unmutated (black) compared to *IGHV* mutated (red) primary CLL cells. Gray dots are samples with unknown mutational status. DeltaCT = (lncRNA CT - housekeeping gene CT). P-values were determined by two-sided *t*-tests; *p* = 0.0395 for ENST00000413901 and *p* = 0.0125 for treRNA.

### High expression of treRNA is associated with shorter time to treatment

The initial set of CLL samples used to assess prognostic significance of treRNA and ENST00000413901 (abbreviated 3901) were obtained from 144 previously untreated asymptomatic CLL patients enrolled in the CRC registry. In this particular patient set, both ZAP70 protein expression and methylation status (a surrogate marker for Zap70 expression) has been previously described [4]. Expression of treRNA and ENST00000413901 were measured using qRT-PCR and normalized to the housekeeping gene TBP. We separated patient samples into high or low expression of treRNA and ENST00000413901 based on the median expression value within the set. We found that high expression of treRNA associated with poor prognostic indicators: low ( < 20%) *ZAP70* methylation (*p* < 0.001), high ( > 20%) ZAP70 protein expression (*p* = 0.003), and unmutated *IGHV* (*p* < 0.0001) (Table 1). High expression of treRNA also associated with shorter TTT across the entire dataset (*p* = 0.04, Figure 2A). Interestingly, high expression of treRNA identified patients with shorter TTT within two different favorable prognostic subgroups: low CD38 expression (*p*= 0.006, Figure 2B) and low ZAP70 protein expression (*p* = 0.05, Figure 2C). Although lncRNA ENST00000413901 was also associated with poor prognostic indicators low *ZAP70* methylation, high ZAP70 protein expression, and unmutated *IGHV* (data not shown), it was not as strongly associated with TTT. Of these two lncRNAs, treRNA exhibits better correlation with CLL disease markers, and the transcript has been previously well characterized. We therefore focused our remaining correlative and functional studies on treRNA.

**Table 1:** TreRNA is associated with aggressive disease markers in the CRC patient set

Variable	Low treRNA (*n*= 72)	High treRNA (*n*= 72)	*P*-value
Median Age, yrs. (Range)	53 (32-78)	52 (26-82)	0.33
Female, Num. (%)	18 (25)	26 (36)	0.21
ZAP70 Methylation, Num. (%) Low High (> 20%)	44 (61) 28 (39)	63 (88) 9 (13)	**<0.001**
ZAP70 Protein Expression, Num. (%) Negative Positive (>20%)	45 (63) 27 (38)	26 (36) 46 (64)	**0.003**
CD38 Expression, Num. (%) Negative Positive (>20%)	39 (54) 33 (46)	31 (43) 41 (57)	0.24
IGHV, Num. (%) Mutated Unmutated (>98%)	29 (40) 43 (60)	8 (11) 64 (89)	**<0.001**

Associations were tested using the Wilcoxon rank sum and Fisher's exact tests. Abbreviations: yrs, years; num, number; del, deletion.

**Figure 2:**
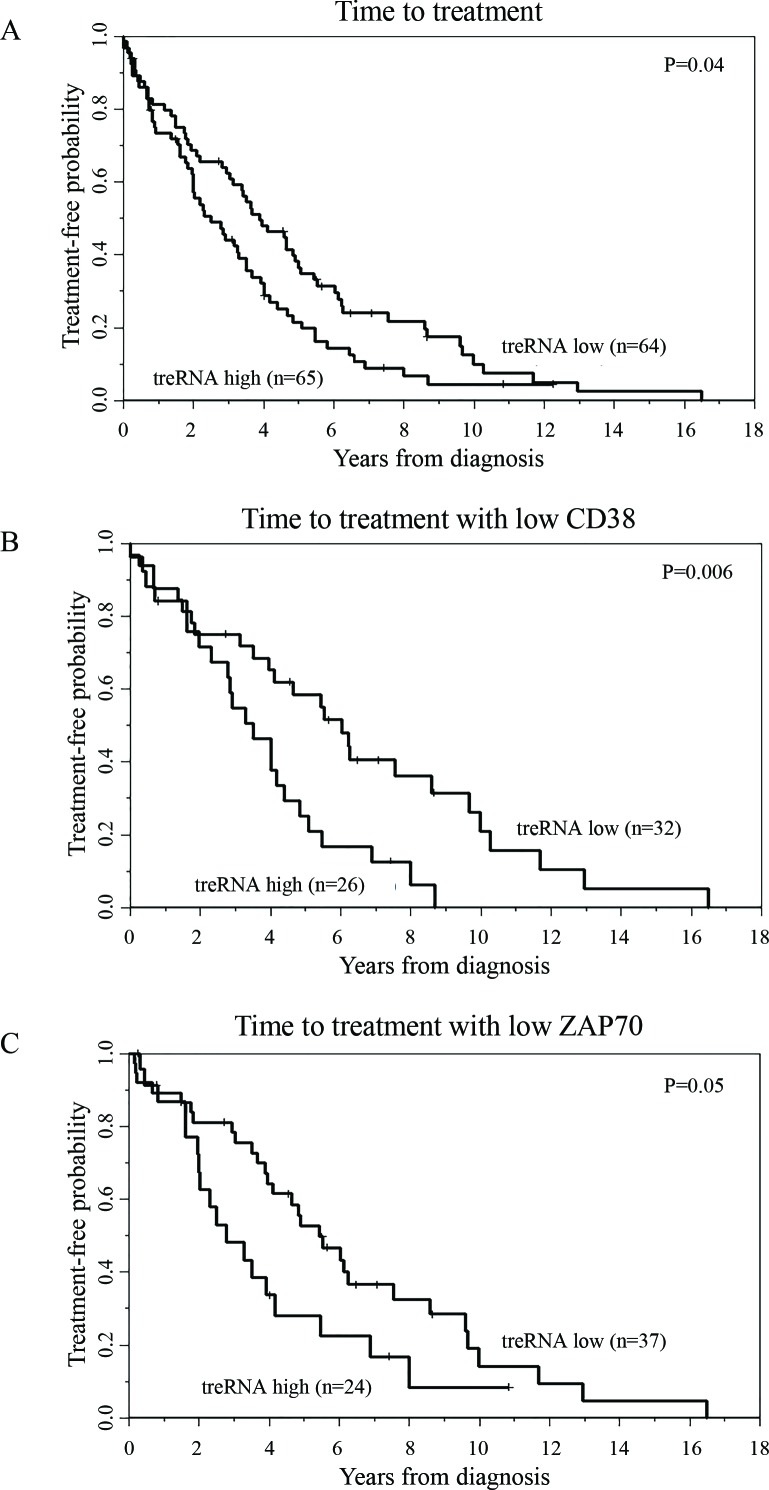
TreRNA is associated with time to treatment in CLL Time to treatment in the **a**. CRC patient set **b**. CD38 negative patients, and **c**. ZAP70 protein expression negative patients. *P*-values were determined by the log-rank test.

### High expression of treRNA independently predicts shorter progression free survival in patients receiving chemotherapy

While interrogating the clinical significance of treRNA we discovered that CLL cells contain a transcript in the nuclear RNA fraction that retains the intron between the two coding exons, likely due to insufficient splicing (Supplementary Figure 2A & 2B). Therefore we investigated the prognostic significance of both spliced and retained intron treRNA (ri-treRNA) in a second, independent dataset. For this we used 147 (pre-treatment) samples from symptomatic, previously untreated patients enrolled in the Eastern Cooperative Oncology Group E2997 (E2997) phase III clinical trial comparing the nucleoside analog fludarabine to the combination of fludarabine plus the alkylating agent cyclophosphamide [25]. In this setting, we confirmed the association between high expression of treRNA and unmutated *IGHV* (*p* = 0.0029), and identified an additional association with cytogenetic markers; namely high treRNA expression occurred more frequently in patients with deletion 17p, and less frequently with trisomy 12 (*p* = 0.018) (Table 2). High treRNA was also associated with shorter PFS (*p* < 0.0001; Figure 3A) and overall survival (OS) (*p* < 0.0001; Figure 3B). Even though ri-treRNA expression correlates with treRNA expression (Supplementary Figure 3A), these associations were not significant for the unspliced transcript (Supplementary Figure 3B). This could be related to the fact that patients express considerably lower levels of ri-treRNA compared to spliced treRNA and have a smaller dynamic range of expression. We next included treRNA expression in a multivariable model which has been previously described for this dataset [26, 27]. TreRNA expression did not add prognostic information for OS in the multivariable model once accounting for treatment arm, age, and molecular group. However, the impact of treRNA on PFS was significantly different depending on whether patients received fludarabine plus cyclophosphamide or fludarabine alone (*p* = 0.01) (Figure 3C). In a model accounting for the effect modification of treatment arm on the relationship between treRNA and PFS and adjusting for age, sex, Rai stage, and molecular group, high treRNA expression was strongly associated with a higher risk of progression or death in the group who received fludarabine plus cyclophosphamide (HR 3.14, 95% CI 1.61-6.14, *p* = 0.0008). For those who received fludarabine alone, PFS was short irrespective of treRNA expression (HR 1.12, 95% CI 0.62-2.02, *p* = 0.70).

**Table 2:** TreRNA is associated with aggressive disease markers in the ECOG 2997 patient set

Variable	Low treRNA (*n* = 74)	High treRNA (*n* = 73)	*P*-value
Treatment Arm, Num. (%) Fludarabine (F) F+Cyclophosphamide (C)	37 (50) 37 (50)	38 (52) 35 (48)	0.87
Median Age, yrs. (Range)	62 (33-83)	60 (42-78)	0.34
Female, Num. (%)	20 (27)	22 (30)	0.72
Rai Stage II/III/IV, Num. (%)	51 (69)	56 (77)	0.35
ZAP70 Methylation, Num. (%) Low High (>20%) Unknown	32 (70) 14 (30) 28	45 (79) 12 (21) 16	0.36
IGHV, Num. (%) Mutated Unmutated (>98%) Unknown	29 (49) 30 (51) 15	16 (23) 53 (77) 4	**0.0029**
Dohner Classification, Num. (%) del(17p) del(11q) +12 del(6q) Normal del(13q) Unknown	2 (3) 8 (11) 25 (34) 1 (2) 13 (18) 24 (33) 1	11 (15) 11 (15) 12 (17) 4 (6) 11 (15) 22 (31) 2	**0.018**
Molecular Group, Num. (%) del(17p) del(11q) +12/Notch Mutated IGHV Unmutated Other Unknown	2 (3) 8 (13) 11 (18) 15 (25) 25 (41) 13	11 (16) 11 (16) 4 (6) 32 (48) 9 (13) 6	**<0.0001**

Associations were tested using the Wilcoxon rank sum and Fisher's exact tests. Abbreviations: yrs, years; num, number; del, deletion.

**Figure 3:**
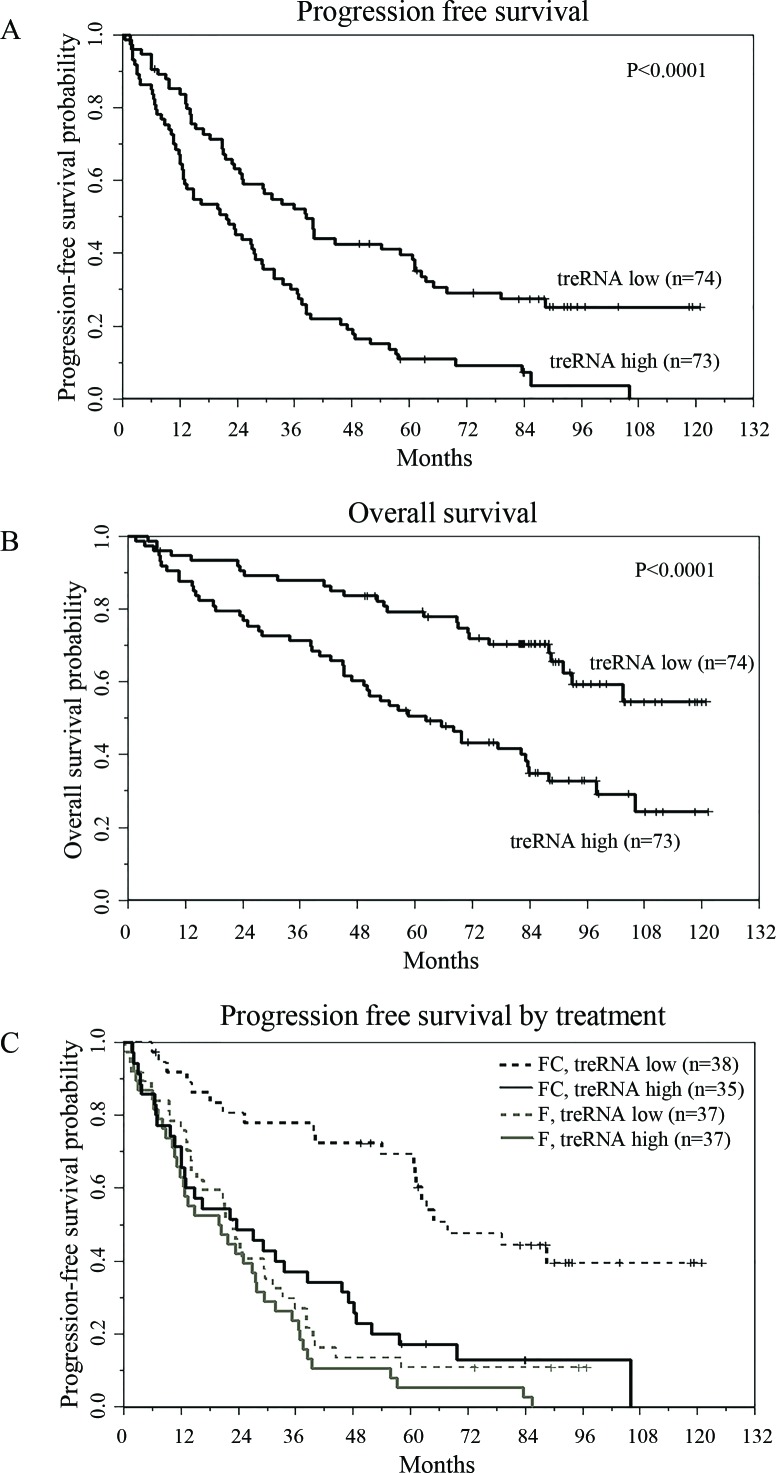
TreRNA is associated with progression-free survival in CLL **a**. Progression-free survival, **b**. overall survival, and **c**. progression-free survival by treatment arm and by treRNA group. P-values were determined by the log-rank test.

### The presence of treRNA results in less DNA damage with fludarabine and mafosfamide

The inferior progression-free survival with fludarabine plus cyclophosphamide in patients with high treRNA expression suggests a role for treRNA in mediating DNA damage response; therefore we established a stable retroviral system to further study this observation *in vitro*. We used the CLL cell line (OSU-CLL; previously established in our lab [28]) to exogenously express treRNA, as well as a control line transduced with the empty viral vector. Expression of treRNA did not alter baseline viability, proliferation, or migration (Supplementary Figure 4). When treated with chemotherapeutic agents, the treRNA cell line exhibited increased viability compared to the vector control when drugged with fludarabine at 5, 10, and 20uM; this protective effect diminished at 30uM (Figure 4A). Expression of treRNA was less protective to mafosfamide, a significant difference in viability between the treRNA and control cell line was seen only at the highest concentration of drug (10uM) (Supplementary Figure 5A). In OSU-CLL expressing treRNA, we observed a trend towards less induction of the DNA damage indicator, γH2AX, when exposed to fludarabine or fludarabine plus mafosfamide, but not mafosfamide alone (Figure 4B), although this did not reach statistical significance (Supplementary Figure 5B). Therefore we verified the difference in DNA damage using the more quantifiable comet assay. Following one hour incubation with fludarabine, mafosfamide, or the combination, DNA damage was markedly less induced in all drugging conditions in OSU-CLL treRNA compared to empty vector, indicated by the shorter comet tails (Figure 4C). Quantitation of the damage for 300 individual cells per condition (measured by olive tail moment) verified significantly less induction in the treRNA expressing cell line (*p* < 0.0001; Figure 4D). These results indicate that the presence of treRNA results in decreased DNA damage in cells exposed to chemotherapeutic agents.

**Figure 4:**
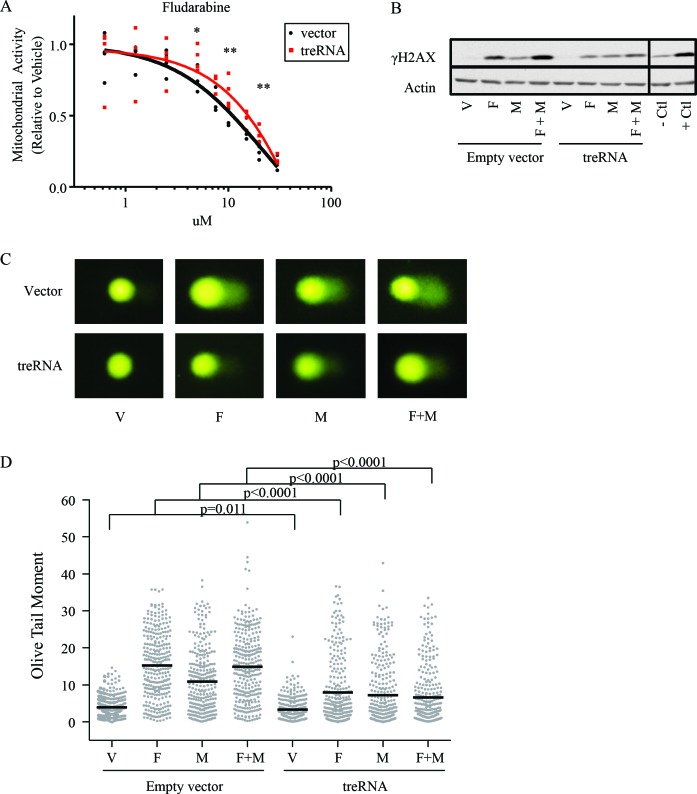
TreRNA expression impairs DNA damage following treatment with fludarabine and mafosfamide **a**. Viability, measured by MTS, of OSU-CLL treRNA and OSU-CLL empty vector after 48 hours of fludarabine treatment. Data are shown with individual replicates and best fit lines. P-values were determined by linear mixed effects models. *, *p* = 0.002; **, *p* < 0.001. **b**. Representative immunoblot of γH2AX induction in OSU-CLL-treRNA *versus* empty vector cell lines following 24 hour treatment with fludarabine (F, 10uM), mafosfamide (M, 2.36uM) or a combination of fludarabine plus mafosfamide (F+M). Actin probed as a loading control. Image cropped to show relevant cell lines and controls. **c**. Representative images from comet assay after one hour of drugging with F, M, or F+M in OSU-CLL empty vector and OSU-CLL treRNA. **d**. Quantitation of comet assay using olive tail moment for 200 cells per each condition. P-values were determined by linear mixed effects models.

## DISCUSSION

Here we characterized the differential expression of lncRNA in CLL cells as compared to normal blood B-cells. While validating differentially expressed lncRNA identified by microarray, we narrowed our interest to two lncRNAs, treRNA and ENST00000413901, due to their variable expression in CLL patients and association with *IGHV* mutational status. Of these two, only treRNA was significantly associated with TTT in the initial prognostic dataset. While we did not pursue further studies with ENST00000413901, the clear separation of patients who highly express this lncRNA in contrast to patients with low to undetectable levels suggests that this lncRNA may reflect biologically distinct subgroups although such expression did not vary with clinical outcome.

Our initial dataset indicated that patients with high expression of treRNA are enriched for aggressive disease markers and required treatment earlier than those with lower expression. These findings were supported in a second, independent dataset that confirmed the association between treRNA and the aggressive *IGHV* unmutated disease, and also identified that treRNA expression is associated with shorter PFS and OS. Interestingly, we found low expression of treRNA expression was an independent prognostic factor for improved PFS in patients receiving fludarabine plus cyclophosphamide. TreRNA expression was not associated with PFS in patients receiving fludarabine alone, however, this arm of the study overall did very poorly. It would it be interesting to see if the prognostic significance of treRNA is specifically associated with therapy involving these DNA damaging agents and if this association with PFS will persist for patients receiving fludarabine plus cyclophosphamide in combination with rituximab, as this is a standard treatment strategy in CLL [29, 30]. Given that treRNA has been reported as expressed in breast cancer lymph-node metastases as well as colorectal cancer [24], and that chemotherapeutic agents are also used for treatment of these types of cancer, it would also be of interest to explore if treRNA expression is predictive of chemotherapeutic response in these solid tumors.

The association with PFS of the combination treatment of fludarabine plus cyclophosphamide suggests that treRNA may play a role in response to DNA damaging agents, prompting further exploration of this. *In vitro* studies using the OSU-CLL cell line expressing treRNA showed increased viability and a slight trend towards less induction of the DNA damage marker γH2AX. We validated this trend using the comet assay, which more readily quantifies DNA repair, and found that OSU-CLL expressing treRNA had markedly reduced induction of DNA damage after one hour exposure to fludarabine, mafosfamide, and the combination compared to OSU-CLL empty vector. Interestingly, these protective effects were more pronounced with fludarabine exposure compared to mafosfamide. These results suggest that treRNA may be directly involved in decreasing DNA damage after exposure to chemotherapeutic agents and provides a basis for why this marker is independently associated with PFS in patients who receive these agents. However, the cell line model may be unable to fully recapitulate what is happening in the patient cells due to inherent differences between cell lines and primary samples, the lack of microenvironment interactions in the *in vitro* setting, and this model does not address the role of treRNA with prolonged exposure to chemotherapeutic agents.

TreRNA has been reported to affect both transcription and translation; however, the targets of treRNA may be cell type specific [23, 24]. In normal B-cells treRNA was low to undetectable; however, in CLL patients samples we found a wide range of expression. High treRNA expression in CLL correlated with poor prognostic markers suggesting that treRNA expression is part of an aggressive B-cell leukemia phenotype. However, the factors that drive the expression of treRNA, and functional effects of treRNA outside of DNA damage response in CLL, remain to be determined.

LncRNAs have been reported to function as regulators of gene expression and can directly contribute to aggressive cancer phenotypes. 

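The files name 1195 of the noncoding probes, of which 962 are for ultraconserved elements, 213 for transcripts of the HOX clusters and 20 for other noncoding transcripts. Over 5 arrays limma called 65 of them, 27 higher and 38 lower in CLL than in normal B-cells. Over 6 arrays it called 16, 11 higher and 5 lower. The largest rise was that of TEAncRNAs, with a log2 intensity of 11.84 ± 0.41 (SD, n = 3 arrays) in CLL and 8.08 ± 0.22 (SD, n = 2 arrays) in normal B-cells. Its log2 fold change was 3.76 (standard error 0.28, limma adjusted p = 0.00475) over 5 arrays and 4.14 (standard error 0.40, limma adjusted p = 0.00805) over 6. The ultraconserved element probes uc.428+ and uc.188- were higher in CLL by log2 fold changes of 3.54 and 2.80 over 5 arrays and 3.91 and 2.88 over 6. The probe uc.452- was well above background on both normal arrays and on none of the 4 CLL arrays. After normalization of 6 arrays its log2 intensity was 6.58 and 7.24 on the normal arrays and 5.41 on P2 CD40L. It was 3.12 to 3.45 on the remaining CLL arrays, so the size of its fall in CLL is uncertain. The probe lincRNA-p21 was not well above background on any array.

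**Figure D1:**
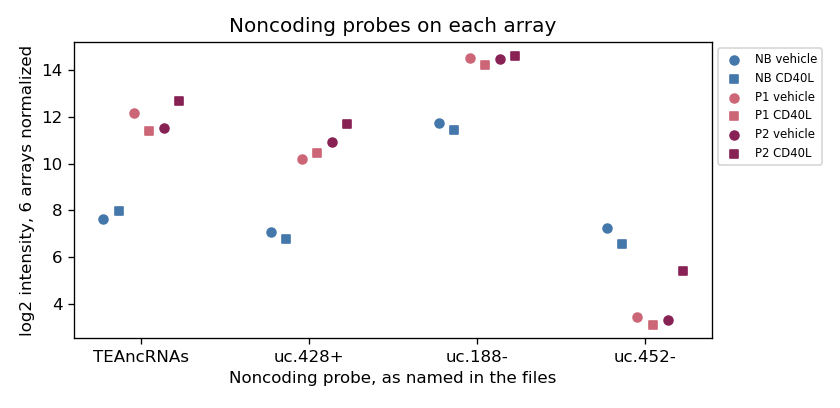
Log2 intensity, after quantile normalization of 6 arrays, of 4 noncoding probes (horizontal axis). Each point is 1 array, colored by pool (NB is the normal B-cell pool), with circles for vehicle and squares for CD40L. For TEAncRNAs all 4 CLL arrays lie above both normal arrays.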

Our results suggest lncRNAs are significantly deregulated in CLL compared to normal B-cells, and can be used as prognostic indicators in this disease. While our results elucidate the role for a particular lncRNA (treRNA) in the response to DNA damage, it is likely that other lncRNA profiles will be predictive for other types of therapeutics used in CLL, such as B-cell receptor antagonists. Therefore further investigation into the function of aberrantly expressed lncRNA may help us further understand CLL pathogenesis, and provide important insight into response to therapy.

## MATERIALS AND METHODS

### Patient samples and cell culture conditions

Peripheral blood was obtained from CLL patients with written informed consent in accordance with the Declaration of Helsinki and under protocols approved by the Institutional Review Board of the Ohio State University. CLL cells and normal B-cells were isolated using ficoll density gradient centrifugation (Ficoll-Plaque Plus; Amersham Biosciences) and enriched for B-cells using the Rosette-Sep negative selection kit (StemCell Technologies) according to manufacturer protocol. Cryopreserved cells used in the two prognostic datasets were obtained from the CLL Research Consortium (CRC) tissue bank or from the ECOG-2997 clinical trial. Cells were thawed in RPMI 1640 media then washed in PBS to obtain cell pellets.

The OSU-CLL cell line was grown in RPMI 1640 media supplemented with 10% fetal bovine serum, 2mM L-glutamine (Invitrogen), 100U/mL penicillin, and 100ug/mL streptomycin (Sigma). For DNA damage experiments, 2×10^6^ cells were incubated with vehicle (DMSO), 10uM fludarabine (Sigma), 2.36uM mafosfamide (Santa Cruz), or 10uM fludarabine plus 2.36uM mafosfamide. All conditions were given equivalent volumes of DMSO.

### Microarray analysis

Using ArrayStar Human LncRNA Array v2.0, two pools of RNA from CLL patient peripheral blood B-cells (*n* = 5 per pool) with mixed clinical and molecular histories, were compared to a pool of healthy donor B-cells (*n* = 6) isolated from Red Cross leukopaks. The normal B-cells and CLL B-cells were either unstimulated or stimulated with CD40 ligand (PeproTech). As an exploratory experiment to identify potential differentially expressed genes for further validation, the pooled CLL samples and pooled normal B-cells samples (unstimulated and stimulated) were treated as independent samples in the statistical analysis. All analyses were performed in version 3.1.0 of the R Statistical Programming Environment. Data processing was performed with version 3.20.1 of the limma package. Background correction was performed using the “normal-exponential” model, and then quantile normalization applied. Probe-by-probe smoothed *t*-tests were used to identify genes differentially expressed between CLL cells and normal B-cells. 

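The same 5 arrays give different counts under each estimate of the false discovery rate. An implementation of the smoothed test, in which the spread was smoothed by loess on the mean log2 intensity, gave 12496 probes at an unadjusted p under 0.05. At 10%, the BUM model called 8007 of these tests and the Benjamini-Hochberg method called 0, with a smallest adjusted p of 0.105. Over 6 arrays the BUM model called 261 probes and the Benjamini-Hochberg method again called 0, while 7117 had an unadjusted p under 0.05. The largest share of unchanged probes that the BUM fit allowed was 54.0% over 5 arrays and 71.6% over 6.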

In order to account for multiple testing, a beta-uniform-mixture (BUM) model was used on the p-values to estimate the false discovery rate (FDR). Microarray results are accessible at GEO entry # GSE87575.

### Quantitative reverse transcription PCR (qRT-PCR)

RNA was extracted by phenol chloroform isolation using TRIzol reagent (Invitrogen) then purified using the MirVANA kit total RNA isolation procedure (Ambion). Following isolation RNA was treated with Turbo DNase (Ambion). cDNA was prepared with SuperScript First-Strand Synthesis System (Invitrogen). qRT-PCR to validate the microarray was performed using SybrGreen master mix (Applied Biosystems). Prognostic datasets were run using TaqMan master mix (Applied Biosystems). Detection was performed using an ABI Prism 7700 detection system (Applied Biosystems). LncRNA expression was normalized to internal control genes TATA-box binding protein (TBP) or Glyceraldehyde 3-phosphate dehydrogenase (GAPDH). Custom-designed primers were used for all SybrGreen reactions. Custom TaqMan primers were used for treRNA and ENST00000413901 TaqMan reactions, with TaqMan TBP primer #4326322E (ThermoFisher) used as the internal control. Custom designed primer sequences are provided in supplemental information (Supplementary Table 1). DeltaCT was determined by subtracting the CT value of the housekeeping gene from the CT value of the lncRNA.

### Nuclear and cytoplasmic RNA extraction

Nuclear and cytoplasmic fractions were isolated using the NE-PER kit (Thermo Scientific). RNA was then collected using the miRVANA kit (Ambion) using the manufacturer protocol for cultured cells followed by total RNA extraction. Following isolation RNA was treated with Turbo DNase (Ambion). Standard PCR was performed for treRNA, U2, and S14 as previously described by Gummireddy et al [24].

### Retrovirus vectors and generation of treRNA expressing cell lines

A 589bp PCR product encoding the spliced transcript of treRNA was cloned into the EcoRI/Not I sites of pRetro-tight-puro (Clontech). pRetro-tight-puro vector without insert was used as a control. Retrovirus was produced by co-transfecting the plasmid DNA of interest and ecotropic-helper plasmids (pVSV and pGPZ) into the 293T cell line using calcium phosphate precipitation. Doxycycline inducible Tet activator OSU-CLL cell line (pRetrox-Tet-on) was established according to the manufacturer's protocol (Clontech). OSU-CLL-pTet-on cells were then infected with retrovirus by culturing for 10 hours in the conditioned media with 8 μg/mL of polybrene. Cells were then washed to eliminate virus and polybrene and incubated in complete media for 48 h before selection with 1μg/mL of puromycin and 500ug/mL G418.

### Viability

Cytotoxicity was measured using 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) assays. Doxycycline induced OSU-CLL treRNA and empty vector cells were plated at 100,000 cells per well in a 96 well plate and incubated 48 hours in fludarabine, mafosfamide, or vehicle. MTS reagent was then added and spectrophotometric readings were taken 4 hours later. Apoptosis was assessed by staining with Annexin V- FITC and propidium iodide (PI). Data were collected on a Beckman Coulter FC500 flow cytometer then analyzed using Kaluza software.

### Migration

Cells were suspended in RPMI at 5×10^6^cells/mL, and 100 μl was placed in the upper chamber of a 24-transwell plate with a 5μm filter. Chambers were placed into wells containing media containing no chemokine (control), recombinant human CXCL12 (200ng/mL, Millipore) or CXCL13 (1000ng/mL, R&D systems). Migration was permitted for 3 hours, and cells in the lower chamber were collected and counted for 20 seconds on high speed on a Beckman Coulter FC500 flow cytometer. A 1/20 dilution of input cells was also determined.

### Proliferation

Proliferation was measured using the Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Invitrogen) following the manufacturer protocol. Cells were incubated with 10uM EdU for 2 hours before staining.

### Immunoblot

Whole cell lysates were prepared by lysing PBS-washed OSU-CLL cell pellets in cold lysis buffer containing phosphatase inhibitor cocktail 1 and 2, protease inhibitor cocktail P8340 and 1mM phenylmethylsulfonyl fluoride (all from Sigma). Protein was quantified by the BCA method (Pierce). Protein (25ug/lane) was separated on 12% polyacrylamide gels and transferred onto nitrocellulose. After antibody incubations, proteins were detected with chemiluminescent substrate (Advansta) and quantified using a ChemiDoc system with Quantity One software (Bio-Rad Laboratories). The following antibodies were used for detection, anti-ACTB (Santa Cruz Biotechnologies) and anti-γH2AX (Abcam).

### Single cell gel electrophoresis assay (SCGE, also known as comet assay)

Comet assay was performed using reagents from the Trevigen Comet Assay kit. Following a one hour drugging of OSU-CLL empty vector and treRNA, samples were washed with ice cold PBS then combined with comet agarose at a 1:10 ratio. Samples were adhered for 30 minutes at 4°C then immersed in lysis buffer for 60 minutes at 4°C. Samples were then submerged in alkaline unwinding buffer for 30 minutes at 4°C. Samples were electrophoresed in alkaline running buffer, fixed with 70% ethanol, and then stained with SYBR gold (Fisher). Olive tail moment was quantified using Komet imaging software (Andor technologies) for 100 cells per each condition in three experimental replicates.

### Statistical analysis

Linear mixed effects models were applied to the delta CT values (relative to control: GAPDH or TBP), allowing for dependencies among observations from the same sample. From the models, which contained the interaction between target and cell type, differences in delta CT values between CLL and normal B cells for each target were estimated, with 95% CI, and then converted to fold changes. To control the overall Type I error at 0.05, Holm's step-down procedure was used to adjust the p-values from each of the individual target comparisons (Figure 1).

Linear mixed effects models were also used were used for statistical analysis under each treatment condition for experiments involving viability (MTS; Figure 4a), western blot quantitation (log transformed, Supplementary Figure 5b), and olive tail moment (Figure 4d). Analyses were performed using SAS/STAT software, Version 9.4 of the SAS System for Windows (SAS Institute Inc.).

Clinical endpoints were defined as follows: Time to treatment (TTT) was measured from the date of diagnosis until the date of first treatment, censoring patients who had not started treatment at last follow-up. PFS was defined as the time from randomization until documented disease progression or death without progression, censoring patients alive and progression-free at the date of last reported contact, and OS was defined as the time from randomization until date of death, censoring patients alive at last contact date. Associations between lncRNAs and TTT, PFS, or OS were initially explored using Kaplan-Meier plots and differences between low and high expression groups were evaluated with the log-rank test. Multivariable models were fit using Cox proportional hazards models. Associations between treRNA with other clinical and molecular features were tested using the Wilcoxon rank sum or Fisher's exact tests for continuous and categorical variables, respectively. All tests were two-sided and statistical significance was declared for *p* < 0.05.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The long noncoding RNA, treRNA, decreases DNA damage and is associated with poor response to chemotherapy in chronic lymphocytic leukemia
**Source:** Oncotarget. 2017 Feb 16;8(16):25942–54. doi: 10.18632/oncotarget.15401
**Supplement:** Supplementary file 1

## The long noncoding RNA, treRNA, decreases DNA damage and is associated with poor response to chemotherapy in chronic lymphocytic leukemia

### Supplementary Material

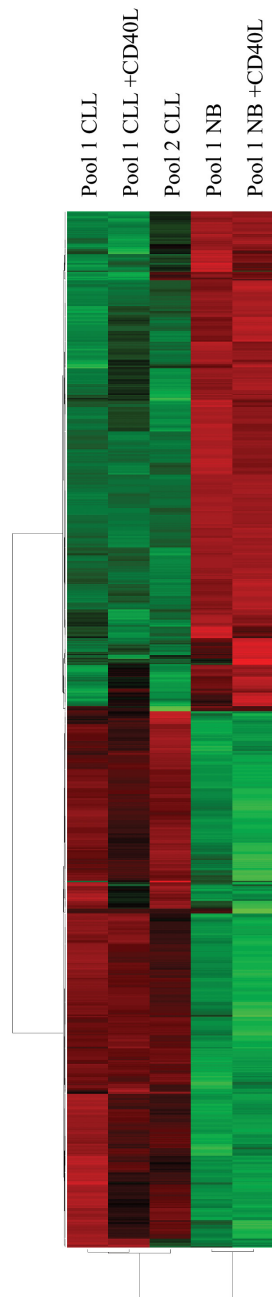

**Supplementary Figure S1: Heatmap of CLL vs normal B cells lncRNA microarray.** Microarray of two pools of CLL, one stimulated with CD40L, compared to one pool of normal B cells, with and without CD40L stimulation.

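Over the 34349 probes well above background on all 6 arrays, Pearson's r across probes was 0.876 to 0.926 between P2 CD40L and the other arrays, and 0.939 to 0.987 between all other pairs. Probes are not independent replicates. With average linkage on these probes, the 5 arrays of the heatmap split into CLL and normal arrays, whereas with 6 arrays P2 CD40L stood alone. On the 6272 probes, which were chosen for their difference between the groups over the other 5 arrays, P2 CD40L grouped with the CLL arrays. For probes called higher in CLL over 5 arrays, P2 CD40L lay closer to the mean of the other CLL arrays than to the normal mean, or beyond it, in 84.6% of probes. For probes called lower in CLL it did so in 46.8%, and it was below both normal arrays together with the other CLL arrays in 66.0%. When P1 CD40L, P1 vehicle or P2 vehicle was left out in addition to P2 CD40L, and placed in the same way, the shares on the CLL side were 76.3%, 96.1% and 87.6% for higher and 86.8%, 91.7% and 89.2% for lower probes. Those calls rest on 2 CLL arrays and those for P2 CD40L on 3, so the shares are not matched in the number of arrays.

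**Figure D2:**
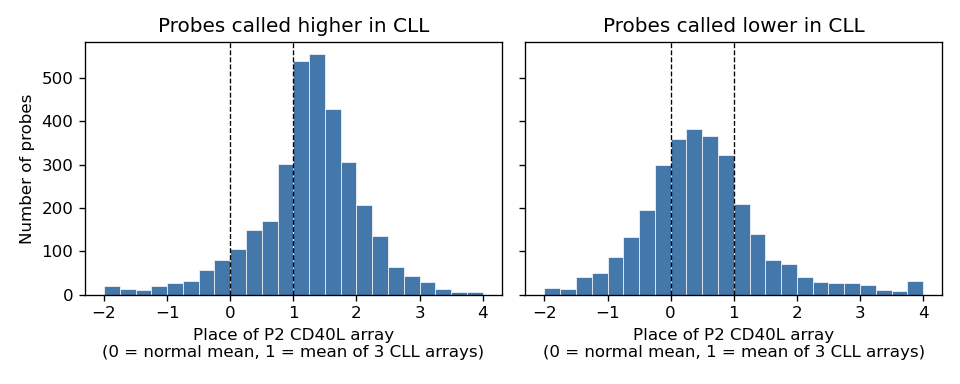
Number of probes (vertical axis) by the place of the P2 CD40L array between the mean of the normal arrays (0) and the mean of the other 3 CLL arrays (1), for probes called higher and lower in CLL over 5 arrays. Values beyond the ends of the axis are in the end bars. The median place is 1.30 for higher and 0.43 for lower probes.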

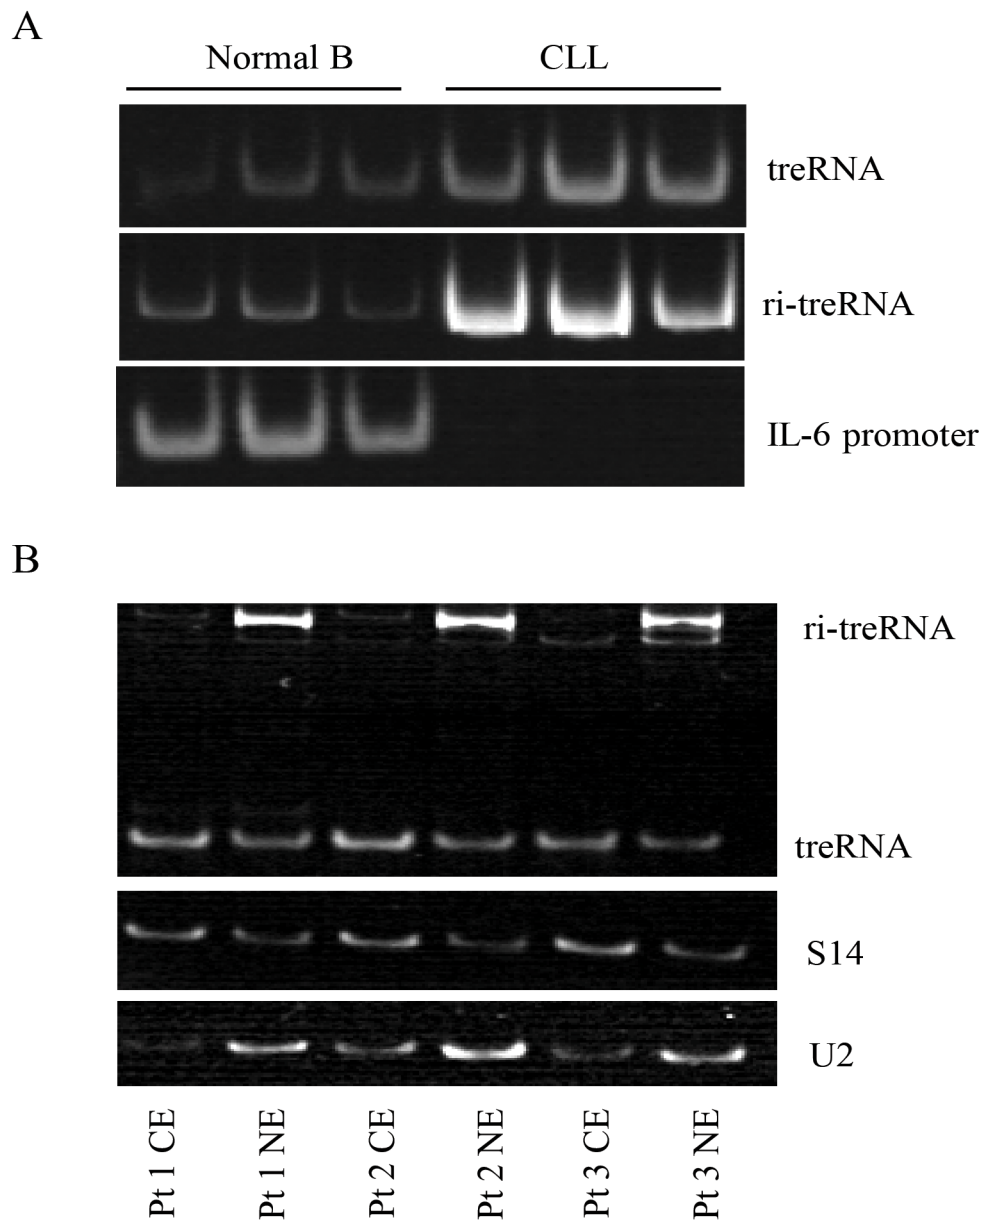

**Supplementary Figure S2: CLL cells express retained intron treRNA.** : (a) RT-PCR for treRNA and ri-treRNA in normal B samples and primary CLL samples. PCR for the IL-6 promoter was performed as a control to detect genomic DNA contamination. (b) : RT-PCR for treRNA, U2 (nuclear enrichment control), and S14 (cytoplasmic enrichment control) as previously described by Gummireddy et al., 2013 in nuclear (NE) and cytoplasmic (CE) fractions in primary CLL patient (pt) samples (n=3).

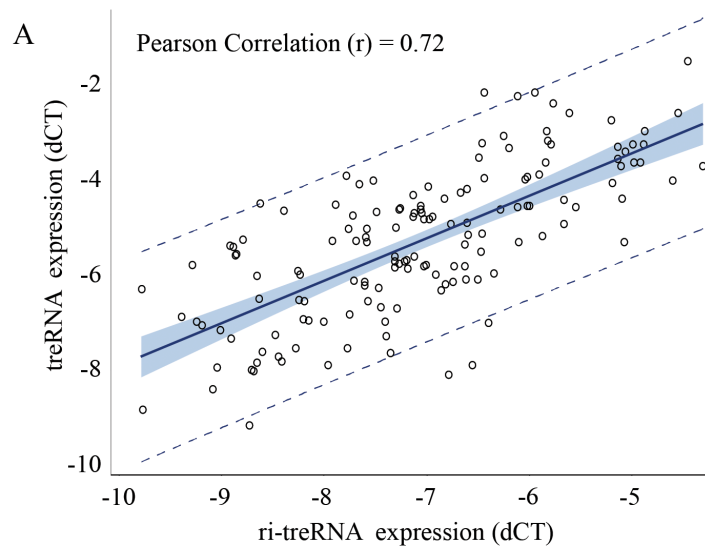

**B**

| Variable                      | Low ri-treRNA<br>(n = 73) | High ri-treRNA<br>(n = 74) | P-value |
|-------------------------------|---------------------------|----------------------------|---------|
| Treatment Arm, Num. (%)       |                           |                            |         |
| Fludarabine (F)               | 34 (47)                   | 41 (55)                    | 0.32    |
| F+Cyclophosphamide (C)        | 39 (53)                   | 33 (45)                    |         |
| Median Age, yrs. (Range)      | 60 (33-83)                | 61 (40-78)                 | 0.22    |
| Female, Num. (%)              | 18 (25)                   | 24 (32)                    | 0.36    |
| Rai Stage II/III/IV, Num. (%) | 55 (75)                   | 52 (70)                    | 0.58    |
| Zap70 Methylation, Num. (%)   |                           |                            |         |
| Low                           | 32 (70)                   | 45 (79)                    | 0.36    |
| High ( $\geq 20\%$ )          | 14 (30)                   | 12 (21)                    |         |
| Unknown                       | 27                        | 17                         |         |
| <i>IGHV</i> , Num. (%)        |                           |                            |         |
| Mutated                       | 27 (44)                   | 18 (27)                    | 0.07    |
| Unmutated ( $\geq 98\%$ )     | 35 (56)                   | 48 (73)                    |         |
| Unknown                       | 11                        | 8                          |         |
| Classification                |                           |                            |         |
| del(17p)                      | 5 (7)                     | 8 (11)                     | 0.36    |
| del(11q)                      | 9 (12)                    | 10 (14)                    |         |
| +12                           | 22 (30)                   | 15 (21)                    |         |
| del(6q)                       | 1 (1)                     | 4 (6)                      |         |
| Normal                        | 15 (21)                   | 9 (13)                     |         |
| del(13q)                      | 21 (29)                   | 25 (35)                    |         |
| Unknown                       | 0                         | 3                          |         |
| del(17p)                      | 5 (8)                     | 8 (12)                     | 0.59    |
| del(11q)                      | 9 (15)                    | 10 (15)                    |         |
| +12/Notch Mutated             | 8 (13)                    | 7 (11)                     |         |
| <i>IGHV</i> Unmutated         | 20 (32)                   | 27 (41)                    |         |
| Other                         | 20 (32)                   | 14 (21)                    |         |
| Unknown                       | 11                        | 8                          |         |

**Supplementary Figure S3: ri-treRNA expression correlates with treRNA expression but is not clinically significant.**

(a) Correlation between treRNA and treRNA retained intron expression measured by qRT-PCR in the ECOG-2997 patient samples. (b) Associations between ri-treRNA expression (high vs. low based on the median) and demographic and molecular variables. Associations were tested using the Wilcoxon rank sum and Fisher's exact tests. Abbreviations: yrs, years; num, number; del, deletion.

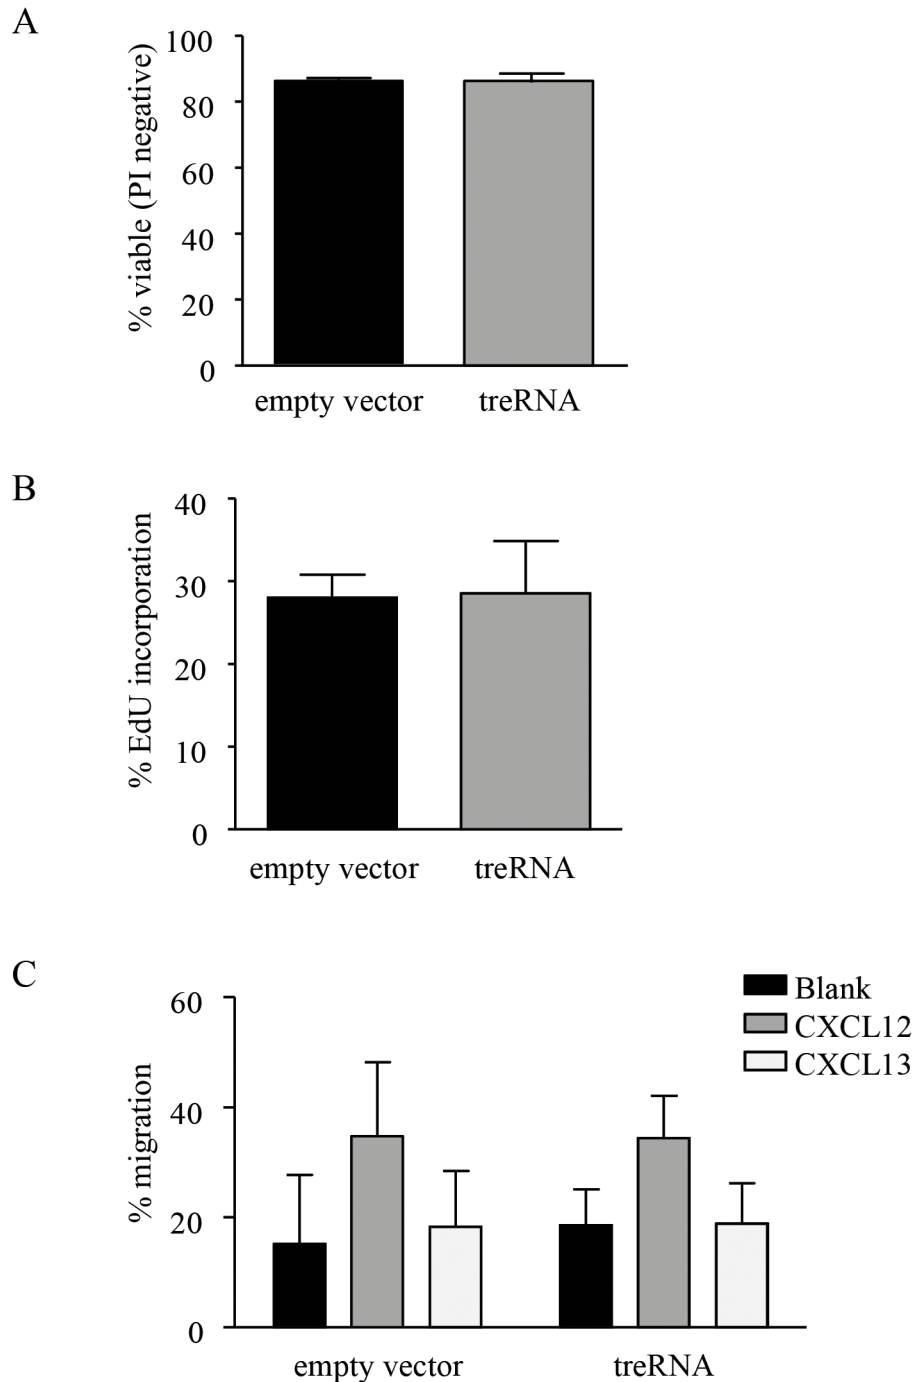

**Supplementary Figure S4: TreRNA expression in OSU-CLL does not alter viability, proliferation, or migration.** (a) Viability of OSU-CLL empty vector and OSU-CLL treRNA by PI staining. (b) Proliferation of OSU-CLL empty vector and OSU-CLL treRNA by EdU incorporation. (c) Transwell migration towards media or chemokine (CXCL12 or CXCL13) by OSU-CLL empty vector and OSU-CLL treRNA. Graphs display mean with standard deviations.

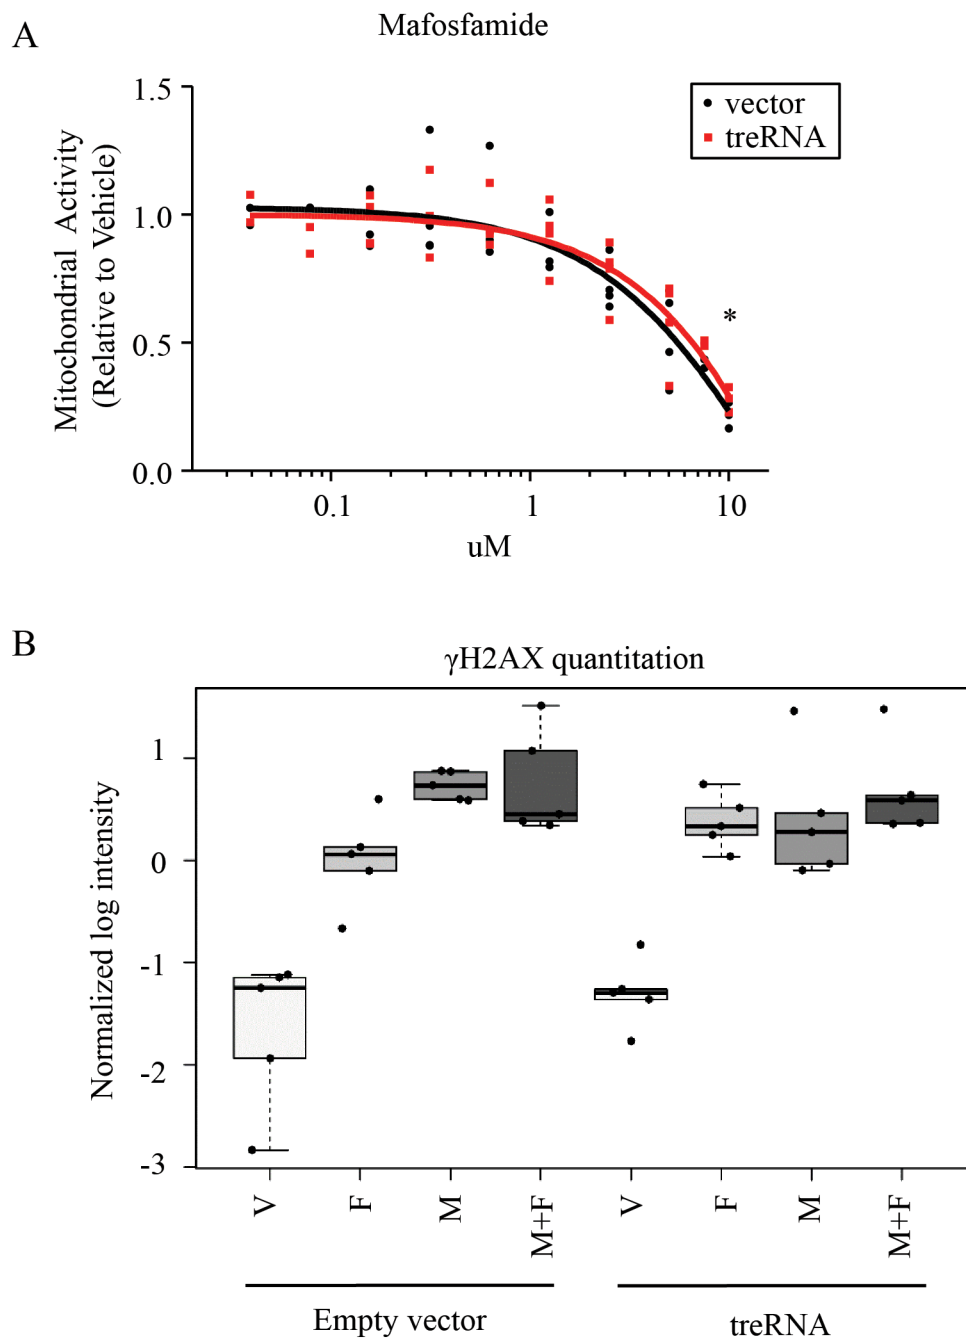

**Supplementary Figure S5: Viability and  $\gamma$ H2AX quantitation following treatment with fludarabine and mafosfamide in OSU-CLL treRNA and empty vector.** (a) Viability of OSU-CLL empty vector and OSU-CLL treRNA drugged with mafosfamide for 48 hours. Viability assessed by MTS. \*,  $p=0.001$ . (b)  $\gamma$ H2AX western quantitation. Differences were not significant.

**Supplementary Table S1: Primers used for gene expression studies for lncRNA in CLL.**

Sybr green primers

| lncRNA          | Forward                    | Reverse complement         |
|-----------------|----------------------------|----------------------------|
| ENST00000503154 | CCTGGGACTTCACAACACCAGCCG   | CCCACTCTCTTTGGCCACTCCAGG   |
| ENST00000456588 | GGCACAGGCTGTACAGGAAGCG     | GTCATGTAAGACGTGCCTGCTCTCC  |
| ENST00000413901 | GCAGCGTCCAGAGGCTGG         | GGCAGCGAGGATGCTGAACC       |
| ENST00000423967 | CCACCCACCGCGTATACCTCTG     | CTGGCACATCTTACCGGTTTCTGCG  |
| treRNA          | CGTGGCCGATTTGAGAGAGTGAGAC  | CCAGGTCTGGGCAAAGAGAGGC     |
| AK126772        | GCTGGAGTGGCCTTGTCTCATTC    | GCCAGTCTAGGTCTACCTGAGCCTC  |
| lncREL1.1       | TTGTAATCCCAGCACTTCAGG      | AAAGAACTACGGCCAGACAC       |

TaqMan primers

| lncRNA          | Forward                    | Reverse                | Probe                                 |
|-----------------|----------------------------|------------------------|---------------------------------------|
| treRNA-CRC      | CGTGGCCGATTTGAGAGAGTGAGACC | CCAGGTCTGGGCAAAGAGAGGC | GCTGTAGCCCTGGCAACCTC<br>CACTCCGCCTG   |
| treRNA-ECOG     | GGTGGTTTTACGTGGCCGATTTGAG  | CCAGGTCTGGGCAAAGAGAGGC | GCTGTAGCCCTGGCAACCTC<br>CACTCCGCCTG   |
| ri-treRNA       | GTGGCCAAAAGGGGACCGAAG      | CCAGGTCTGGGCAAAGAGAGGC | GCTGTAGCCCTGGCAACCTC<br>CACTCCGCCTG   |
| ENST00000413901 | GCAGCGTCCAGAGGCTGG         | GGCAGCGAGGATGCTGAACC   | GGATGCTGCTGGCAGGTGCA<br>CCCACTGAGTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

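RNA from 2 pools of CLL B-cells and 1 pool of normal B-cells, each with vehicle and with CD40L, was measured on 6 one-color Agilent arrays of ArrayStar's design. The authors deposited the scanner's output, with the intensity of each spot and of its local background, and a table of log2 values that they had background corrected and quantile normalized. The ranks of these log2 values within each array equal those of normal-exponential values with offset 0 computed here (Spearman's rho 1.000000). An offset leaves ranks unchanged, so this does not show which offset the authors used. Their values lay a median of 0.251 above those computed here on each array. The authors' table served as an alternative. The design fixed before the data were examined named the mean spot signal. The files used here hold the median spot signal, which was used instead.

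Control spots and outlier spots were left out after background correction, spots of 1 probe were averaged and no filter was set on dim probes. The comparison of CLL with normal B-cells used limma version 3.58.1 in R version 4.3.3, with lmFit and eBayes, two-sided, over the 5 arrays of Supplementary Figure S1 and then over all 6. CD40L was compared with vehicle over 6 arrays with cell type as a covariate, and the difference in response between cell types was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 10%. The number of arrays limits the precision. In simulated data with 200 changed probes, 79.5% were recovered for CLL against normal over 5 arrays (60617 probes), 63% over 6 arrays (60610 probes) and 45% for CD40L against vehicle (60610 probes). The shares of false calls were 8.6%, 13.7% and 8.2%. The simulated changes were larger than the median change of probes called over 5 arrays. Noise was drawn independently for each array, without shared donors or uneven regions. These shares therefore do not carry over to smaller changes or to the real comparison.

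A probe not well above background on any array of a group has no measured level there, so the size of its fold change is uncertain. The files name 1366 probes. All 20 RefSeq mRNA accessions among them matched a gene symbol in a RefSeq gene table of assembly GRCh38.p14. The probes named in the text are those the paper names and, among called probes well above background on every array of the higher group with all CLL arrays on one side of both normal arrays, those with the largest rises and falls. A probe that met this rule is not reported here. Outside the rule, nc-HOXC8-146 and nc-HOXD1-48 were chosen after their values were seen, because an outlier test marked P2 CD40L in them. Without transcript names, the transcripts of Figure 1A, TBP and lists of marker genes for blood cell types and for the CD40L response were not analysed here.

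The alternatives fixed before the data were examined were all 6 arrays, normexp offsets of 16 and 50, scaling to the 75th percentile, the authors' log2 values, a filter for probes well above background on 2 arrays, CD40L as a covariate, pool as a random block, 1 mean per pool over all 6 arrays, vehicle arrays only, the smoothed test of the methods, a 5% threshold, and each array or pool left out. For CD40L, samples were paired by pool, since by the labels both arrays of a pool carry RNA of the same donors. The differences between P1 and P2 in vehicle and in CD40L arrays had a Pearson's r of -0.06 across probes.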

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

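The tests on noise of dim spots, on the separate slide, on a response to CD40L and on a wrong label were chosen after the result was seen.

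The P2 CD40L array lay far from the other 3 CLL arrays in 2 measures of the whole array. Its median local background was 26 and its mean Pearson's r with the other arrays was 0.904. The outlier test did not mark its median spot intensity, 92, and marked no CLL array in the number of probes well above background. The test was run on 30 values, including those of named probes, and marked 6, all of P2 CD40L. Chance marks about 1 in 20 groups. The array also lay far from the others in 4 named probes, but these were called over the 5 arrays without it, which favors probes with a small spread among the other CLL arrays, so that chance rate does not apply to them. Its log2 intensity was 5.41 for uc.452-, 7.11 for ASHG19A3A027583, 8.18 for nc-HOXC8-146 and 11.16 for nc-HOXD1-48. The HOX probes among these were chosen after their values were seen. Noise of dim spots as the whole cause is argued against by the brightest of 10 equal groups of probes, where the SD of CD40L minus vehicle was 1.29 in pool P2, compared with 0.47 in P1 and 0.42 in the normal pool. A response to CD40L shared with P1 is argued against by the negative relation across probes of CD40L minus vehicle in both pools (Pearson's r -0.15, Spearman's rho -0.24). An array of the normal pool under a CLL label is argued against by its highest Pearson's r with a normal array, 0.887. This lay below each of its values with CLL arrays, 0.911 to 0.926. Its r was 0.921 with P2 vehicle and 0.926 with P1 vehicle, so these values do not settle which CLL pool it came from. The separate slide and scan, with a median spot intensity of 92, and a response of the P2 pool alone cannot be told apart, since 1 array carries both.

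Among the noncoding probes that the files name and the paper does not discuss, 27 were called higher in CLL than in normal B-cells over 5 arrays and 11 over 6. TEAncRNAs was higher on all 4 CLL arrays than on both normal arrays. Its log2 fold change lay at 3.76 over 5 arrays and 3.49 to 3.94 with each of these arrays left out, and over vehicle arrays alone it was 4.10 with an adjusted p of 0.106. Its adjusted p ranged from 4.31e-05 to 0.106 over all alternatives, the lowest with pool as a random block. Lists of marker genes of other blood cells were not analysed, so RNA of other cells in the pools was not tested. Such RNA as a source of this signal stays open, as does a biological difference between CLL and normal B-cells.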

How the results depend on the processing

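Tests with the BUM model and limma, the smoothed test over 6 arrays, the regional correction and the slide as a block were chosen after seeing the data. The cause of each change below was not tested unless stated.

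The count of called probes over 5 arrays, 6272, stayed within 1.5 times under both normexp offsets, normexp with the 75th percentile, the authors' values, the filter on dim probes, CD40L as a covariate and the smoothed test with BUM (8007). It was 1902 over all 6 arrays, with 66.1% higher in CLL compared with 52.9% over 5, 3751 with processed signals scaled to the 75th percentile, 3254 at 5%, and 0 with vehicle arrays only and with the smoothed test after Benjamini-Hochberg adjustment. With 1 mean per pool it was 1460, but this fit includes P2 CD40L, so the count beside it is the 1902 over 6 arrays. Both this fit and that of vehicle arrays only compare 2 CLL pools with 1 normal pool, which has no replicate there. Leaving out 1 array gave 2634 to 4749, the lowest without P1 vehicle. Pool as a random block gave 36640, with an estimated correlation of -0.78 within pools. The normal group is 1 pool, whose 2 arrays deviate from their mean in opposite directions by construction, so this count is void. Slide as a block over 6 arrays gave 6307, but P2 CD40L is the only array on its slide, so the block absorbs it and the fit returns to the comparison of the other 5 arrays. Regional medians subtracted gave 5841 over 5 arrays and 1854 over 6. Limma with BUM gave 12769 over 5 arrays, 2459 over 6 and 2420 over 6 with the authors' values of all spots not marked as control. The smoothed test with BUM over 6 arrays gave 261.

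For the named noncoding probes, 65 were called over 5 arrays. The count was 16 over 6 arrays, 28 with processed signals scaled to the 75th percentile (57.1% higher in CLL, compared with 41.5%), 26 at 5%, 12 with 1 mean per pool over 6 arrays (compared with the 16), 693 with pool as a random block, and 0 with vehicle arrays only and with the smoothed test after Benjamini-Hochberg adjustment. Leaving out 1 array gave 22 to 67. With the alternatives chosen later it was 182 and 19 with limma and BUM over 5 and 6 arrays, 3 with the smoothed test and BUM over 6 arrays, and 14 with regional medians subtracted over 6 arrays.

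Of the 26 probes followed by name, which include RefSeq mRNAs and probes listed by number, 13 fell on the other side of the threshold over 6 arrays. These 13 include every probe that was added to the list after its values were seen. Of the probes chosen by rule or named in the paper, only uc.61-, uc.76- and GAPDH did so. The share of 13 in 26 therefore does not describe probes chosen beforehand.

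For CD40L against vehicle limma called 0 probes, and 0 with pool as the replicate block, where 1239 had an unadjusted p under 0.05 compared with 1243 without it. Pairing changed no call. Leaving out 1 pool gave 0 to 123, the 123 without P1. The interaction gave 0 under each alternative run. Slide or scan as a block could not be fitted over the 5 arrays, which lie on 1 slide, and marker lists and the transcripts of Figure 1A were not run. Of the 6272 called probes, 1277 were not well above background on any array of at least 1 group. These include 542 that were not well above background on any of the 5 arrays, for which no fold change can be given.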

Differences from the paper's values

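The paper's count of probes significantly different between CLL and normal B-cells is 2418, and the count here over the 5 arrays of Supplementary Figure S1 is 6272. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's over all 6 arrays (1902), at 5% (3254), and without P1 vehicle (2634), P2 vehicle (3511) or normal CD40L (3079). It did not under both normexp offsets, both scalings to the 75th percentile, the authors' values, the filter on dim probes, CD40L as a covariate, pool as a random block, 1 mean per pool over all 6 arrays, vehicle arrays only, a 5-array smoothed test with BUM (8007) or with Benjamini-Hochberg adjustment (0), and without normal vehicle or P1 CD40L.

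The settings closest to the paper's count were chosen after seeing the values, in a search over 70 combinations of values, arrays and tests whose counts ran from 101 to 12860. Of these, 10 lay within 1.5 times of 2418, all of them limma over 6 arrays. Limma with the BUM model over 6 arrays gave 2459 with the values used here, and 2369, 2445 and 2420 with the authors' values of all spots, without controls and of spots not marked as control. A search of this size finds a close count more easily than a single fixed choice.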

Other observations

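The test of regions on the array and its correction were chosen after the result was seen.

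The share of called probes over 5 arrays differed between 32 regions of the array surface, from 7.5% to 14.7%. The SD between regions was 2.05 percentage points, and the largest of 1000 random draws of positions was 1.01. The median log2 fold change over all probes ran from -0.36 to 0.38 between regions. A candidate explanation for this unevenness is uneven hybridization. Regional medians were then subtracted on each array. As 77.3% of calls were kept, the shift between these regions is argued against as the whole cause of the difference between CLL and normal B-cells. The share of called probes still ran from 7.9% to 12.6% between regions, with an SD of 1.27 compared with at most 1.00 in random draws, so unevenness that the correction leaves stays open.

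The difference between CLL and normal B-cells was also set against other technical explanations. Groups overlapped in background and in the number of probes above it, and 70.4% of called probes were well above background on all 5 arrays, which argues against array brightness. The 3 CLL arrays lay in 1 row of the slide and both normal arrays in the other. P2 CD40L, the CLL array in the row of the normal arrays, lay on the CLL side for 66.8% of called probes, but 1 array on another slide leaves row and group confounded, so they cannot be told apart. Of the 10 splits of 5 arrays into 3 and 2, 1 gave as many calls, the real one, and the other splits gave 0. A design of 10 splits cannot exclude chance. A difference between the 1 normal pool and the CLL pools that is not due to CLL stays open and was not tested.

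GAPDH, a control gene of the paper's qRT-PCR, was higher in CLL on all 4 CLL arrays than on both normal arrays. Its log2 intensity over 5 arrays was 15.09 in CLL and 13.32 in normal B-cells, a log2 fold change of 1.77 (standard error 0.30, limma adjusted p = 0.0341). Over 6 arrays it was 1.55 (adjusted p = 0.139). The log2 fold change was 1.75 and 1.78 under the scalings to the 75th percentile, and it ranged from 1.54 to 2.05 over all alternatives, with adjusted p from 0.000571 (pool as a random block) to 0.231 (1 mean per pool over 6 arrays). It was the largest of the 20 RefSeq mRNAs, whose median was 0.10. These are pools of other samples than those of the qRT-PCR, and the paper's qRT-PCR values were not analysed here.

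Of 962 ultraconserved element probes, 55 were called over 5 arrays. Among 10000 random lists matched on brightness the median was 82, and 0.05% of lists had as few.

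Limma called 0 probes for CD40L against vehicle and 0 for the difference in response between CLL and normal B-cells, with 1243 probes at an unadjusted p under 0.05 for the former and 896 for the latter. The 1243 are fewer than the 3032 that 5% of probes come to. Without pool P1 there were 3000, without pool P2 3350 and without the normal pool 1047, so the size of this deficit depends on which pools enter. Since the real grouping gave 0 calls, each of the 10 splits of the arrays has as many by construction, and a comparison with other splits decides nothing here. Pool P2 had 10389 of 34349 probes over 2-fold between CD40L and vehicle, compared with 1662 in P1 and 1287 in the normal pool. Pearson's r across probes of these differences was 0.14 between P1 and the normal pool and -0.01 between P2 and the normal pool.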
